A study of Mus musculus with 6 samples.

How the data were processed

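Gene expression was measured by RNA sequencing of whole testes from age-matched C57BL/6 mice. C57BL/6 is a standard inbred laboratory strain. Of the 6 libraries, 3 came from animals labelled as lacking both MRP5 and MRP9 (labelled DKO here, for double knockout) and 3 from animals labelled wildtype (labelled WT). MRP5 and MRP9 are multidrug resistance-associated proteins, members of the ABCC family of membrane transporters, and the RefSeq gene table for GRCm38.p6 lists these names as synonyms of Abcc5 and Abcc12. Groups were taken from the genotype label of each sample. Replicates were numbered in the order of deposition, so the numbers name animals and do not pair them. The labels give no pairing and no date of library preparation. The identifiers in the labels share 1 run and lane part across all 6 libraries, so no sequencing batch separates them.

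Per the file names and headers, the deposited files are gene-level output of RSEM, a program that assigns sequenced fragments to transcripts and sums them per gene, with 1 file per library and no pooling. Per the file headers, each file holds an expected count, TPM, FPKM, a length and an effective length for each of 24411 genes named by symbol with their RefSeq transcript accessions. The aligner, program versions, genome build, strand handling and any read filter are not stated in the labels or the files. The expected counts deposited by the authors are estimates: 93.2% of values were whole numbers, and the remainder carried fractions, as arises when fragments are shared between genes. The TPM values deposited by the authors are, per the file headers, transcript abundances scaled by effective length to the same total in each library. The FPKM values deposited by the authors were not used. The deposited length of a gene is an average over its transcripts weighted by their estimated abundance, and the effective length subtracts the fragment length distribution of the library. The mean fragment length of each library was therefore recovered as the median of length minus effective length plus 1 over genes longer than 3000 bases.

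Expected counts were rounded to whole numbers. Genes were kept by the filterByExpr function of edgeR 4.0.16 at its defaults, which left 17110 genes. Libraries were scaled by TMM, and labelled DKO was compared with labelled WT by the edgeR quasi-likelihood test (glmQLFit and glmQLFTest) over all 6 libraries, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. All fold changes are labelled DKO over labelled WT. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. Values per library are TMM-normalized CPM, the count of a gene relative to the scaled library size. Because no annotation build is stated, no coordinates are given. The RefSeq table for GRCm38.p6 gave positions for 23194 of the 24411 gene symbols and was used only for names, chromosomes and which genes lie near one another. Transcript GC content came from GENCODE M21 transcripts carrying the same RefSeq accessions and was found for 97.9% of genes.

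Of 10 gene sets fixed beforehand, 9 were tested with camera (limma 3.58.1), a competitive test that compares the genes of a set with all other genes, at its preset inter-gene correlation of 0.01. The p-values were adjusted over the 9 sets. The remaining set, 13 mitochondrially encoded genes, was not analysed here because none of its symbols matched a gene of the files (0 of 13). Genes near the targeted loci were compared with all other tested genes by Fisher's exact test, two-sided, in a window of 10 Mb. The genes named individually were also set by a rule fixed beforehand. They are both targeted genes; the 6 higher and 6 lower genes with the largest log2 fold change among called genes with an average log2 CPM of at least 0 and no overlap between groups; the 10 called set members with the smallest p; and the 6 called genes with the smallest p within 10 Mb of a targeted gene. Single quantities per library were compared by an exact two-sided permutation test, for which 3 against 3 libraries allow no p below 0.1.

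The alternatives set before the data were examined were DESeq2 size factors, no count filter, a mean count of at least 50, counts left unrounded, an offset from the effective lengths, DESeq2 1.42.0, limma-voom, limma on log2(TPM + 1) and log2(TPM + 0.1), stricter thresholds, other set tests (camera with the correlation estimated from the data, and fry, a rotation test), windows of 5 and 20 Mb, and leaving out each library in turn. Another 3 were chosen after seeing the data: the mean fragment length as a covariate, every library thinned to the smallest total, and an offset that removes each library's smooth trend on transcript length and GC content (mgcv 1.9.3). In simulated counts drawn from the means, dispersions and depths of these libraries, with 200 genes changed, the edgeR fit recovered 84.5% of the 193 changed genes that were tested at a 2-fold change and 67.2% of 198 at a 1.5-fold change; 8.43% and 10.1% of the calls were false. Total expected counts ranged from 26753721 to 67131103 per library. The smallest share that 3 counts can show was 0.0447 to 0.112 CPM. These floors cover counting error only, since no molecular identifiers are stated.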

Results

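Testis transcriptomes were compared between 3 libraries labelled DKO and 3 labelled WT, to ask which genes differ in expression when both transporters are missing; the series concerns fertility in males and mitochondria. The libraries labelled DKO held 42673615, 45666837 and 67131103 expected counts (51823852 ± 13340682, SD, n = 3), and those labelled WT held 26753721, 31745969 and 30483782 (29661157 ± 2595798, SD, n = 3). Depth therefore did not overlap between the groups (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). The mean fragment length did not overlap either. It was 317, 289 and 275 bases in libraries labelled DKO (294 ± 21.4, SD, n = 3) and 258, 230 and 246 bases in those labelled WT (245 ± 13.8, SD, n = 3; exact permutation p = 0.1). The labels place all 6 libraries in 1 sequencing run and do not give a batch of library preparation. Fragment length and genotype therefore cannot be separated by batch. Depth was tested by thinning every library to the smallest total, which left 1891 genes called against 1856 without thinning.

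Expression profiles were similar across all libraries, with Spearman correlations of log2 CPM across genes between 0.986 and 0.996. The mean correlation was 0.996 for pairs within a group and 0.992 for pairs between groups. Single pairs overlapped: DKO replicate 2 and WT replicate 1 correlated at 0.9952, above WT replicates 1 and 2, at 0.9936. Every pair of libraries differed by more than counting error (chi-square per degree of freedom of at least 6.48), so none was a library deposited more than once. That the 6 are separate animals rests on the labels. The first principal component held 43.4% of the variance and separated the labelled genotypes. The order of the libraries along it also matched the order of their fragment lengths within each genotype.

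**Figure D1:**
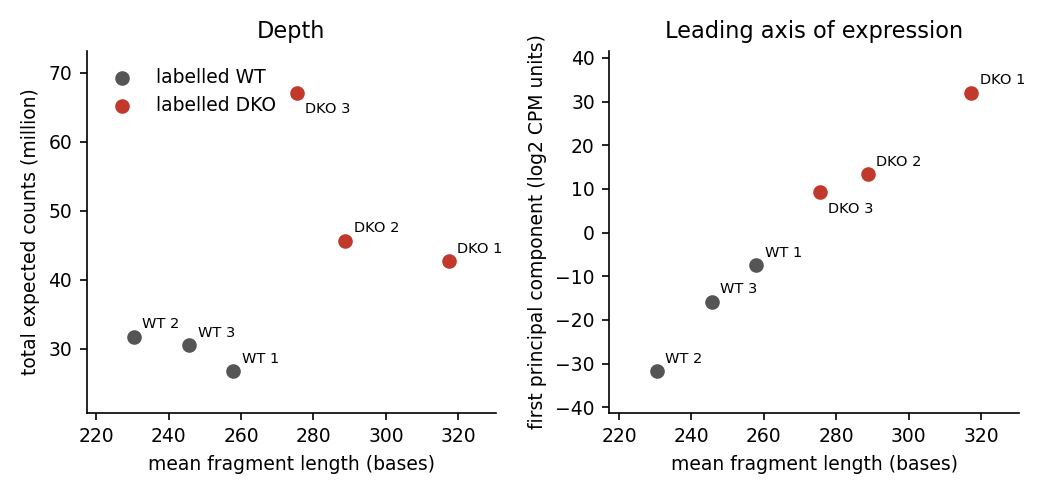
Total expected counts (left) and the first principal component of log2 CPM (right) against the mean fragment length of each library in bases; each point is a library, grey for labelled WT and red for labelled DKO. Libraries labelled DKO had more counts (42673615 to 67131103) and longer fragments (275 to 317 bases) than every library labelled WT, and the first component rose with fragment length within both groups.

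The targeted genes were examined first. Abcc12, which encodes MRP9, had 79.0 ± 5.56 CPM in libraries labelled DKO and 160 ± 3.93 CPM in those labelled WT (SD, n = 3 each), which is 49.3% of the WT level. Its log2 fold change was -1.02 (SE 0.0739), and it had the smallest p of all tested genes (edgeR quasi-likelihood test, adjusted p = 0.000307). Transcript was thus still counted in every library labelled DKO, at 72.6 to 82.4 CPM. Abcc5, which encodes MRP5, was not lower in libraries labelled DKO. It had 16.8 ± 0.190 CPM there and 11.4 ± 0.898 CPM in libraries labelled WT (SD, n = 3 each), a log2 fold change of 0.56 (SE 0.0896; edgeR adjusted p = 0.0225). The amount of Abcc5 transcript therefore goes against what the genotype label alone would lead one to look for. The files sum over a whole gene and cannot show whether an exon is missing, and the design of the alleles is not stated in the labels. Groups are for this reason named by their labels throughout. In TPM, Abcc5 was 4.61 ± 0.200 against 3.66 ± 0.346 and Abcc12 was 26.6 ± 0.978 against 56.7 ± 1.54 (labelled DKO against labelled WT; SD, n = 3 each). With limma on log2(TPM + 1), the Abcc5 difference no longer passed the threshold (adjusted p = 0.107; range over the 12 alternatives that kept all libraries 8.59e-05 to 0.999). The lower level of Abcc12 passed it in all 6 fits that left out a library, with log2 fold changes from -1.06 to -0.96.

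**Figure D2:**
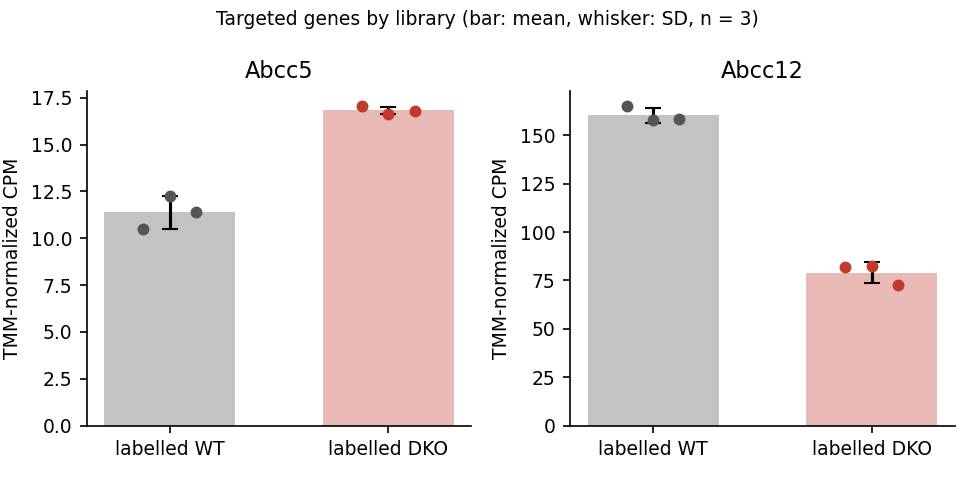
TMM-normalized CPM of Abcc5 (left) and Abcc12 (right) in each library; bars are group means, whiskers the SD over 3 libraries, and points single libraries. Abcc12 lay between 72.6 and 82.4 CPM in libraries labelled DKO against 158 to 165 CPM in those labelled WT, whereas Abcc5 was higher in libraries labelled DKO.

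Across all 17110 tested genes, 1856 (10.8%) were called at an adjusted p under 0.05, of which 984 were higher and 872 lower in libraries labelled DKO. Most differences were small. The median absolute log2 fold change of the called genes was 0.42, and only 49 of them reached an absolute log2 fold change of 1, with 7 higher and 42 lower. Of all tested genes, 35.9% had no overlap between the groups, against 10% by chance for 3 against 3. The share was 98.5% among the called genes, which is no separate evidence because they were selected on the same values. The biological coefficient of variation was 9.34%. The adjusted p-values were close to the threshold: 7 genes remained at an adjusted p under 0.01. The count was the result that moved most between settings. It was 7 without WT replicate 3, 11 without DKO replicate 1 and 1 when the mean fragment length was added as a covariate, a fit in which 545 genes had an unadjusted p under 0.05. That last gene was Abcc12 (log2 fold change -1.18; adjusted p = 0.0168).

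**Figure D3:**
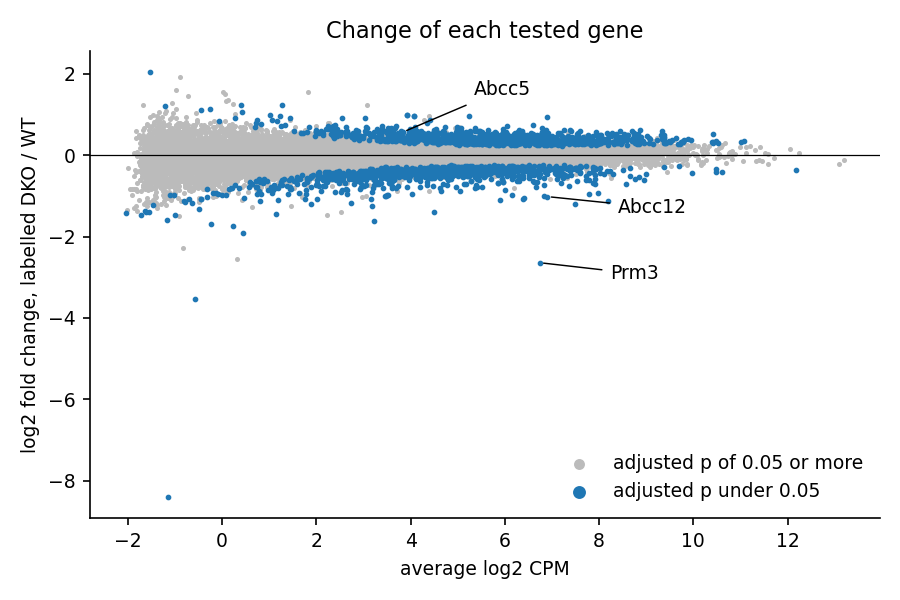
Log2 fold change (labelled DKO over labelled WT) of each tested gene against its average log2 CPM; blue points have an adjusted p under 0.05 and grey points do not. Most of the 1856 called genes changed by less than 1 on the log2 scale, and Prm3 and Abcc12 stood out among well expressed genes.

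The fold changes followed transcript length. Across genes, which are not independent replicates, the log2 fold change rose with transcript length (Spearman's rho 0.21). Genes were divided into 10 classes of equal size by transcript length. In the class with the shortest transcripts (median 741 bases) the median log2 fold change was -0.15, with 16% of genes called lower and 4.27% called higher. In the class with the longest (median 7271 bases) the median was 0.08, with 1.58% called lower and 7.01% called higher. With an offset from the effective lengths, which accounts for the fragment lengths of each library, the median of the shortest class was -0.02, rho was 0.082 and 1659 genes were called. With each library's trend on length and GC content removed, 601 genes were called. GC content was not examined separately from length, so that lower count cannot be credited to length alone.

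**Figure D4:**
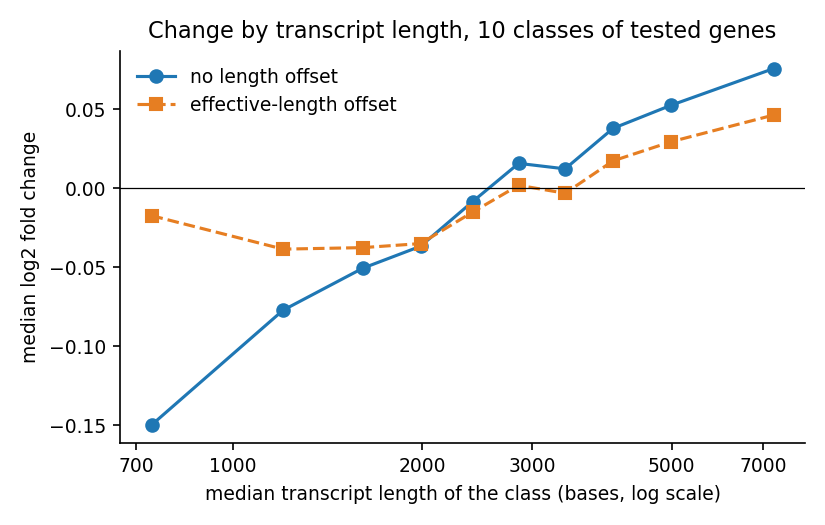
Median log2 fold change (labelled DKO over labelled WT) of tested genes grouped into 10 classes by transcript length, against the median length of each class in bases on a log axis; the solid line has no length offset and the dashed line has the effective-length offset. Without the offset the median rose from -0.15 in the shortest class to 0.08 in the longest, and with it the shortest class lay at -0.02.

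Prm3, a spermatid gene whose transcript has 407 bases, had the largest decrease among called genes with an average log2 CPM of at least 0 and no overlap between groups. It fell from 184 ± 54.0 CPM in libraries labelled WT to 29.6 ± 8.80 CPM in those labelled DKO (SD, n = 3 each; log2 fold change -2.64, SE 0.222; edgeR adjusted p = 0.000763). The next lower genes by size of change were Gm27021, Mt3, Erdr1, Rpl37rt and Speer4c, with log2 fold changes of -1.91, -1.75, -1.61, -1.45 and -1.40. The files list Gm27021 under an older symbol that joins Emc8 to its neighbour. Gm27021 and Speer4c carried fractional counts in at least 1 library, so their fragments were shared with other genes. The 6 higher genes with the largest change were Gm10096, Gm2863, Gm2927, 1700020D14Rik, Gm29089 and Far1os, with log2 fold changes of 1.24, 1.22, 1.06, 0.99, 0.99 and 0.98. The pair 1700020D14Rik and Gm29089 had identical counts in every library and cannot be separated. Gm10096, Gm2863 and Gm2927 also had fractional counts, so they are uncertain in the same way. Strand handling is not stated, so the counts of named genes that overlap another gene are also uncertain. Among the genes named by the rule fixed beforehand, these are Far1os, Speer4c, Ndufa2, Uqcr10, Ndufa1, Atp5d, Sycp3, Pla2g10, Efcab1 and Mgat4d. Overlap was not determined for Gm2863, Gm2927 and Gm27021. Among all tested genes, 51 shared identical counts with another gene, 10 of them called.

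Gene sets were used to ask whether energy metabolism, heme handling, retinoid signalling, other genes of the ABCC family or the cell types of the testis differed. Of 81 tested nuclear genes for subunits of oxidative phosphorylation (OXPHOS), 66 were lower in libraries labelled DKO, with a median log2 fold change of -0.21 (camera adjusted p = 1.55e-12). Of these, 30 were called over all genes (29 lower and 1 higher) and 44 when p-values were adjusted over the set alone (39 lower and 5 higher). The called members with the smallest p were Atp5k, Ndufa2, Uqcr10, Ndufa1, Ndufs8 and Atp5d, with log2 fold changes of -0.72, -0.86, -1.08, -0.77, -0.72 and -0.50. The mean log2 CPM of the set was 5.56 ± 0.104 against 5.81 ± 0.0552 (SD, n = 3 each; exact permutation p = 0.1). The median transcript length of the set was 651 bases, within the short range that shifted as a whole. With each library's trend on length and GC content removed, the set median was -0.04 (camera adjusted p = 0.0108). With the effective-length offset, it was -0.11 (camera adjusted p = 0.00322; range over the 10 alternatives that kept all libraries 6.61e-14 to 0.642), and Atp5k changed by -0.14 on the log2 scale (edgeR adjusted p = 0.205). Ndufa2, Uqcr10, Ndufa1, Ndufs8 and Atp5d stayed past the threshold with that offset, at -0.69, -0.78, -0.52, -0.63 and -0.43 (edgeR adjusted p from 0.0270 to 0.0280). With the length and GC trends removed, Atp5k and Atp5d did not pass it (edgeR adjusted p = 0.179 and 0.0504). The difference of the set also depended on the set test. When camera estimated the correlation between genes from the data, the adjusted p was 0.471, and with fry it was 0.0962.

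Markers of Leydig cells, the steroid-producing cells between the tubules, had a median log2 fold change of -0.48 (camera adjusted p = 0.000632; 3 of 15 called, all lower), with Star at -0.79. Markers of Sertoli cells, which support germ cells, had a median of -0.19 (adjusted p = 0.00119; 5 of 19 called, all lower), with Defb19 at -0.97. The Defb19 transcript has 394 bases, within the short range that shifted. Defb19 was at -0.60 with the effective-length offset and -0.59 with the length and GC trends removed (edgeR adjusted p = 0.0228 and 0.0172). It was at -0.39 with the fragment length as a covariate (edgeR adjusted p = 0.999). Spermatocyte markers had a median of 0.14 (adjusted p = 0.0028; 5 of 25 called, 4 of them higher), with Sycp3 at 0.67. In the mean log2 CPM of each set, the exact permutation p was 0.2 for Leydig, 0.1 for Sertoli and 0.1 for spermatocyte markers (n = 3 each). None of these 3 sets passed the threshold with the estimated correlation (adjusted p = 0.471 for both somatic sets and 0.538 for spermatocytes) or with fry (0.203, 0.0962 and 0.187 for Leydig, Sertoli and spermatocyte markers). The other 5 sets did not pass the threshold in this fit. Their medians were -0.07 for 27 heme genes (camera adjusted p = 0.290), -0.01 for 26 retinoid genes (0.513), -0.07 for 9 other genes of the ABCC family (0.971), -0.03 for 18 spermatogonia markers (0.971) and 0.02 for 27 spermatid markers (0.833). Single members of these sets were called over all genes: 3 heme, 2 retinoid, 1 ABCC, 2 spermatogonia and 5 spermatid genes, Prm3 included. The called ABCC member was Cftr, at 0.42.

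**Figure D5:**
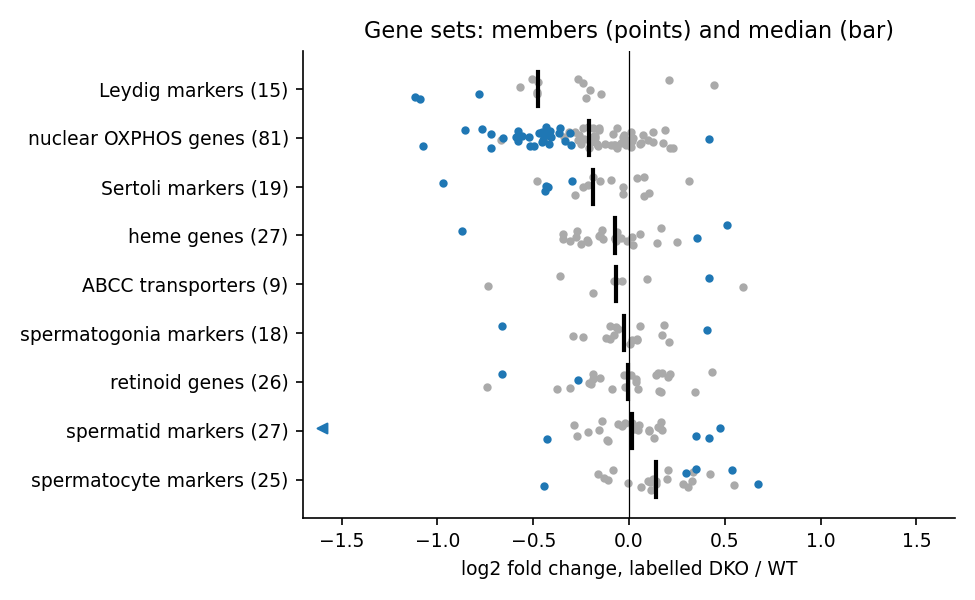
Log2 fold change (labelled DKO over labelled WT) of the members of each gene set, with the number of tested members in parentheses; blue points have an adjusted p under 0.05, black bars are set medians, and the triangle marks Prm3, which lies beyond the axis. The Leydig, OXPHOS and Sertoli sets had medians of -0.48, -0.21 and -0.19, and the spermatocyte set had a median of 0.14.

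Engineered alleles can carry linked sequence of another strain, so the neighbourhoods of both targeted genes were examined. Within 10 Mb of Abcc5 or Abcc12, 37 of 330 tested genes were called (11.2%), against 1699 of 15927 elsewhere (10.7%). The odds ratio was 1.06 (95% confidence interval 0.727 to 1.5), with p = 0.719 in Fisher's exact test, two-sided. No enrichment was thus detectable among all called genes. That test counts every call alike, so it cannot exclude linked effects on a few genes. At an adjusted p under 0.01, which left 7 calls, the odds ratio was 9.68 (Fisher's exact p = 0.116). With so few calls, that value does not decide the question either. The called neighbours with the smallest p were Prm3, Pla2g10, Efcab1, 4933432I09Rik, Mgat4d and Mt3. Prm3 and Mt3 were also among the lower genes named above for their large change, with log2 fold changes of -2.64 and -1.75. Whether linked sequence accounts for the change of any single neighbour, Prm3 included, was not tested. Pla2g10 and 4933432I09Rik were lower in libraries labelled DKO, with log2 fold changes of -0.64 and -0.47. Efcab1 and Mgat4d were higher, with log2 fold changes of 0.68 and 0.51.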

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

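A difference in fragment length and one in the length of Abcc5 were found in the length columns, which the edgeR fit without offset or covariate does not use. The test of the principal component was chosen after the values were seen, and the test of the Abcc5 length before.

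The mean fragment length recovered from the effective lengths was higher in libraries labelled DKO (294 bases) than in those labelled WT (245 bases), with no overlap. Within the libraries labelled DKO the first principal component of expression fell from replicate 1 to 2 to 3, as did fragment length. Within those labelled WT it fell from replicate 1 to 3 to 2, again as did fragment length. One explanation considered was that the leading axis of expression follows fragment length. Of the 36 arrangements of the fragment lengths within genotypes, 1 (the observed one) matched both orders. That count follows from the match already seen and adds no separate evidence, so the explanation stays open. Fragmentation or size selection that differed between the libraries is a candidate cause. The labels state that RNA integrity was screened before library preparation, and they place all libraries in the same sequencing run, but they give no preparation batch to test. A biological source of the fragment length difference was not tested.

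The abundance-weighted length of Abcc5 was also longer in libraries labelled DKO, at 5485 ± 105 bases against 4943 ± 180 bases (SD, n = 3 each; exact permutation p = 0.1), which reflects a different estimated mix of its 2 annotated transcripts. Among 1216 genes with several transcripts and similar counts, the size of this change was at percentile 99.7, and 48.4% of those genes had a longer length in libraries labelled DKO. A general shift of isoform lengths between the libraries is thus an unlikely source. As a hypothesis that was not tested, the altered transcript mix and the higher count of Abcc5 could both come from the engineered allele. Reads per exon, not analysed here, would be needed to test that.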

How the results depend on the processing

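The count of called genes depended strongly on single libraries. Across the 6 fits that each left out one replicate, it ranged from 7 to 3029 genes, from 0 to 1903 higher and from 7 to 1126 lower. The 3 fits with 7, 11 and 13 calls left out WT replicate 3, DKO replicate 1 and WT replicate 2; they still had 4326, 3571 and 3793 genes at an unadjusted p under 0.05. An adjusted p under 0.01 left 7 genes, 0 higher and 7 lower. An absolute log2 fold change of at least 1 left 49, with 7 higher and 42 lower. DESeq2 called 2921 genes, 1675 of them higher. Limma called 735 genes on log2(TPM + 1), 279 higher and 456 lower, and 947 on log2(TPM + 0.1), 370 higher and 577 lower. The share of calls that were higher was 38% and 39.1% on the TPM scales, against 53.0% in the main result. With the fragment length as a covariate 1 gene was called, 0 higher and 1 lower, with 545 genes at an unadjusted p under 0.05; that fit has fewer degrees of freedom, and the covariate does not overlap between the genotypes. With the length and GC trends removed 601 genes were called, 313 higher and 288 lower, and 419 of them were among the 1856. The remaining settings (DESeq2 size factors, both count filters, unrounded counts, effective-length offset, limma-voom, thinning) gave from 1659 to 2321 calls.

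Abcc12 stayed lower and past the threshold in every fit run. Abcc5 stayed higher in each, with log2 fold changes from 0.49 to 0.61 in the fits that left out a replicate, of which 3 passed the threshold. It did not pass it on log2(TPM + 1), at 0.27, on log2(TPM + 0.1), at 0.33, or with the fragment length as a covariate, at 0.64.

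The 4 sets past the threshold, with medians of -0.21 (OXPHOS), 0.14 (spermatocyte), -0.19 (Sertoli) and -0.48 (Leydig), lost significance with the estimated correlation and with fry. Both tests use the same fold changes, so the medians cannot differ there. With the fragment length as a covariate, the medians were -0.0014 for OXPHOS, -0.0664 for Sertoli and -0.0730 for Leydig markers, none past the threshold. In that fit 5 sets reversed, to 0.0637 for heme, 0.27 for ABCC, 0.0394 for spermatogonia, -0.0591 for spermatocyte and -0.0874 for spermatid genes; the ABCC and spermatid sets then passed the threshold (adjusted p = 0.0405 and 0.00249). The retinoid median reversed to 0.0090 with the effective-length offset, and the spermatogonia median to 0.00075 after thinning. With the length and GC trends removed, the spermatid set passed the threshold at 0.0909. The 4 sets past it without that offset stayed past it with medians nearer 0: -0.0440 for OXPHOS, 0.0278 for spermatocyte, -0.0917 for Sertoli and -0.34 for Leydig genes. Across the fits that left out a replicate, medians ranged from -0.0404 to 0.0398 for retinoid, from -0.17 to 0.0496 for ABCC and from -0.0473 to 0.0569 for spermatid genes. The OXPHOS, spermatocyte, Sertoli and Leydig sets passed the threshold in all 6 of these fits. Their medians ranged from -0.26 to -0.17, 0.12 to 0.19, -0.25 to -0.12 and -0.52 to -0.16. The Sertoli and Leydig medians were nearest 0 without WT replicate 2, at -0.12 and -0.16. The spermatid set passed the threshold in 1 of these fits, without WT replicate 2, at a reversed median of -0.0275 (adjusted p = 0.0486). The causes of these changes were not tested.

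The odds ratio near the targeted loci stayed above 1 in the alternatives run for it. It ranged from 1.14 to 13.8 when a replicate was left out, and the 2 of these fits past the threshold had 11 and 13 calls. Of the 25 other named genes, none reversed in any fit; 25 lost significance with the fragment length as a covariate, 10 with the length and GC trends removed, 23 without WT replicate 3, 21 without WT replicate 2 and 19 without DKO replicate 1. In the other 3 fits that left out a replicate, from 0 to 3 did. Leaving out mitochondrially encoded genes was not run, because none of their symbols matched. No paired analysis was possible because the labels do not pair animals across the groups. Depth limits the results for weakly expressed genes: 3 counts correspond to 0.0447 CPM in the deepest library and 0.112 CPM in the shallowest.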

Other observations

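Most tests in this part were chosen after the result they bear on was seen; the counts of other splits and the lists matched on length, GC content and expression were set before.

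Other splits of the 6 libraries into 3 and 3 were fitted in the same way. Of the 10 splits, 1 gave as many called genes (the real one), and likewise 1 gave as many in the higher and 1 in the lower direction. The other 9 called 0 genes and had from 107 to 1849 genes at an unadjusted p under 0.05. The real split was also the 1 of 10 with as large an odds ratio near the targeted loci, a measure that is void in a split without calls. For the gene sets, the number of the 10 splits with as small a camera p was 1 for OXPHOS, 1 for Sertoli, 2 for spermatocyte, 3 for Leydig, 4 for retinoid, 6 for heme, 8 for spermatid, 10 for ABCC and 10 for spermatogonia genes. No count of 10 splits can show a share under 0.05. The camera p was under 0.05 for the OXPHOS set in 8 of the 10 splits, Leydig in 7, spermatocyte in 6, Sertoli in 5, spermatid in 5, heme in 4, ABCC in 1, and retinoid and spermatogonia in 0. These counts include the real split, and every other split still puts 2 libraries of a genotype against 1, so they do not isolate variation between libraries. The real split is also the one that divides the 3 longest from the 3 shortest fragment lengths.

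The technical explanations for the called genes were compared. Depth does not account for them: after every library was thinned to the smallest total 1891 genes were called, 1626 of them shared with the 1856. With length and GC trends removed 601 genes were called, 419 of them shared, so those trends may account for part of the calls. In counts simulated with no genotype effect but with the effective lengths of each library, only 15 genes were called, so fragment length acting through effective length alone did not produce such a count. A gradient that follows fragment length may account for more. Within genotypes, the change of each gene with fragment length correlated with its change between genotypes (Spearman's rho 0.675 across 15079 genes, which are not independent), and 3 of the 36 within-genotype arrangements of the fragment lengths gave as high a value, a share of 0.0833. Most of the calls cannot be told apart from that gradient with these 6 libraries. Abcc12 is an exception, as it stayed past the threshold with the fragment length as a covariate (log2 fold change -1.18, edgeR adjusted p = 0.0168). The covariate does not overlap between the genotypes, so losing the threshold in that fit does not show that a gene follows the gradient.

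For the OXPHOS genes, 72 ribosomal protein genes, another class of short transcripts (median 694 bases), had a median log2 fold change of -0.21, the same as the OXPHOS set. In the same simulated counts the OXPHOS median was -0.13, so fragment length alone could produce a large part of the shift. It may not produce all of it: the observed median was at percentile 0.05 among 10000 random lists matched on length, GC content and expression, whose central 95% ran from -0.15 to -0.02. The ribosomal protein genes were also outside their matched lists, at percentile 0, so that test does not set OXPHOS genes apart from another class of short transcripts. With the length and GC trends removed, the OXPHOS median was nearer 0, at -0.04, but stayed past the threshold (camera adjusted p = 0.0108). The ribosomal protein genes kept a median of -0.11 with that offset and of -0.08 with the effective-length offset, so a remaining shift is not specific to OXPHOS genes. The Sertoli set was at percentile 1.12 and the Leydig set at percentile 0 of such lists, while the spermatocyte set, at percentile 56.2, did not stand apart. The genes of all these lists were drawn independently. The percentiles therefore do not allow for set members that move together across libraries, and they do not measure variation between animals. A change in cell composition or in expression of OXPHOS genes remains a hypothesis for the sets outside their matched lists. It cannot be told apart from the fragment length gradient. The counts of splits cannot settle whether chance differences between libraries account for it.

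The 6 genes called in the full fit and in all 6 fits that left out a replicate, named here after their values were seen, were Abcc12, Prm3, Speer4c, Speer4cos, Gm10058 and Wfdc10, all lower in libraries labelled DKO. Gm10058 had an expected count of 0 in each library labelled DKO and of 18.02, 42.5 and 33.7 in those labelled WT, at least 16.4-fold lower when set against a floor of 3 counts. Speer4cos had 3.06, 6.25 and 9.23 expected counts in libraries labelled DKO against 37.9, 54.0 and 34.2. Both carried fractional counts in libraries labelled WT, so some of their reads were shared with other genes. Speer4c, Speer4cos and Wfdc10 each overlap 1 other gene, so their counts are also uncertain without stated strand handling. With the fragment length as a covariate, Abcc12 alone of the 6 passed the threshold. Prm3 and Speer4c kept their direction in that fit, with log2 fold changes of -2.29 and -1.52 (edgeR adjusted p = 0.685 for each). With the length and GC trends removed both stayed past it, at -2.14 and -1.51 (edgeR adjusted p = 0.00304 and 0.00405).

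Y-linked genes were called more often than others: 12 of 42 (28.6%), all higher in libraries labelled DKO, against 10.6% of 16217 other genes with a position (Fisher's exact test, two-sided, p = 0.00111; odds ratio 3.36). The odds ratio was 3.59 among genes with whole counts only, but that left 10 Y-linked genes (3 called; Fisher's exact p = 0.0823), so shared reads between copies cannot be told apart. It was 4.71 with length and GC trends removed (6 of 42 called; Fisher's exact p = 0.00297), although the median log2 fold change of Y-linked genes was then 0.00028. Within genotypes, 35 Y-linked genes rose by a median of 0.30 (log2) over the difference in fragment length between the groups. The median between genotypes was 0.30 over all 42, so the same gradient may be the source. The medians do not cover the same genes, so their match is approximate.

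Transcripts of other tissues appeared in single libraries. Of 16 liver markers, 16 were highest in DKO replicate 1, where 2.67 would be by chance, and their summed level was 37.7 CPM there against 5.27 to 12.5 CPM in the other libraries. Of 10 adipose markers, 9 were highest in WT replicate 3, where 1.67 would be by chance. Their summed level did not stand apart there, at 363 CPM against 316 to 377 CPM in the other libraries, because the other marker, Lipe, outweighs the rest, at 324 CPM in WT replicate 3. Traces of liver RNA in one library and of adipose tissue in the other are candidate sources. Both lists of markers were written after such transcripts had been noticed in these libraries, so the counts are not an independent test. None of the markers that were tested was called, and none is a tested member of the gene sets.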
